# Temporal-Spatial Transcriptome Analyses Provide Insights into the Development of Petaloid Androecium in *Canna indica*

**DOI:** 10.3389/fpls.2016.01194

**Published:** 2016-08-17

**Authors:** Xueyi Tian, Qianxia Yu, Huanfang Liu, Jingping Liao

**Keywords:** transcriptome, RNA-Seq, petaloid staminode, Zingiberales, *Canna indica*, ABC model

## Abstract

*Canna indica* (Zingiberales) is one of the most important ornamental species characterized with beautiful petaloid staminodes, which are considered to evolve from stamens. However, the genetic basis for the development of petaloid staminodes remains unclear largely because the genomic sequences are not available. By using RNA-Seq, we sequenced the transcripts in the flower of *C. indica*, and quantified the temporal gene expressions in flower primordium and differentiated flower, as well as the spatial gene expressions in petal and petaloid staminode. In total, 118,869 unigenes were assembled, among which 67,299 unigenes were annotated. Quantification analysis identified the differentially expressed genes in the temporal and spatial two comparisons, based on which, Gene Ontology enrichment analysis highlighted the representative terms in each sample, such as specification of organ number in flower primordium, growth in differentiated flower, secondary cell wall biogenesis in petal and cell division in petaloid staminode. Among the 51 analyzed MADS-box unigenes, 37 were up-regulated in differentiated flower compared with those in flower primordium. A-class unigenes were expressed higher in petal than in petaloid staminode, and C-class unigenes were expressed oppositely, whereas B-class unigenes demonstrated close expression levels in these two organs, indicating that petaloid staminode retains stamen identity to some degree. *In situ* hybridization provided more detailed expression patterns of these unigenes, and revealed the extended expression of B-class to the carpel at later stages when the style turned flat. These results constitute a preliminary basis for the study of flower development in *C. indica* and can be applied in further study of the evolution of Zingiberales.

## Introduction

The Zingiberales is an order of tropical monocots comprising eight families (Tomlinson, 1962; Dahlgren and Rasmussen, 1983). Considerable species in Zingiberales are widely cultivated, including banana, ginger, and many kinds of ornamental plants. The main line of the evolution of Zingiberales is the number of fertile stamen decreasing by (6)5 → 1 → 1/2, and the number of petaloid organs increasing contrarily. Based on the stamen number, the eight families in Zingiberales are often divided into two groups: paraphyletic banana group (Musaceae, Lowiaceae, Strelitziaceae, and Heliconiaceae) with five (occasionally six) fertile stamens, and monophyletic ginger group (Zingiberaceae, Costaceae, Cannaceae, and Marantaceae) with one or a half fertile stamen (Tomlinson, 1962; Kress, 1990; Rudall and Bateman, 2004). Bearing only a half fertile stamen in the flower, *Canna indica* (Cannaceae) is regarded as an ideal material to investigate the phylogenetic evolution of Zingiberales.

In the flower of *C. indica*, the fertile stamen consists of a one-theca anther and a petaloid appendage, while the other androecial members are all completely petaloid structures (Kirchoff, 1983; Miao et al., 2014). As implied by the name, petaloid staminodes are thought to have evolved from stamens. Recently, many efforts have been made to reveal the molecular basis for androecial petaloidy of Zingiberales species including *C. indica*, yet the exact mechanism remains unclear (Bartlett and Specht, 2010; Song et al., 2010; Almeida et al., 2013; Yockteng et al., 2013; Fu et al., 2014; Almeida et al., 2015).

In core eudicots such as *Arabidopsis*, the ABC model has provided a rational interpretation for floral organ specification (Bowman et al., 1991; Coen and Meyerowitz, 1991; Weigel and Meyerowltzt, 1994). According to this model, A-class genes *APETALA1* (*AP1*) and *AP2* confer sepal identity in the first floral whorl; A-class genes together with B-class genes *AP3* and *PISTILLATA* (*PI*) specify petal identity in the second whorl; stamen identity in whorl 3 is determined by *AP3, PI* and the C-class gene *AGAMOUS* (*AG*), while the expression of the *AG* alone in whorl four promotes carpel development. Mutual repression between the A- and C-functions is an essential postulate of ABC model. With the exception of *AP2*, the ABC genes encode MADS domain proteins. However, the classic ABC model could not be perfectly applied to all clades, and researches have revealed the limited applicability of A-functions. In grasses such as maize, rice, and wheat, the B- and C-class genes are functionally conserved with eudicots (Mena et al., 1996; Kang et al., 1998; Ambrose et al., 2000; Munster, 2001; Meguro et al., 2003), while no clear evidence has been found in these species to support the role of A-class genes in specifying petal identity, neither in other species besides *Arabidopsis* (Causier et al., 2010). In addition, besides in *Arabidopsis*, none of the described *ap1* or *ap2*-like mutants shows ectopic C-function in the perianth (Litt, 2007). Recently, a new (A)BC model with more widespread applicability was proposed. In this model, the (A)-function genes, including but not limited to *AP1* and *AP2*, fulfill several roles, such as establishing floral meristem identity and promoting the production of sepals, which serve as the ground state of floral organs. With the regulation of (A)-function genes, B- and C-functions genes act to specify organ identities. Thus, the identity of whorl 2 is determined by B-class genes, while whorl 3 and whorl 4 are specified in a similar manner to the classical ABC model (Causier et al., 2010).

In Zingiberales, petaloid staminodes replace stamens in four of the eight families (Kirchoff et al., 2009). According to the ABC model (whether classic or updated), it is hypothesized that this kind of homeotic conversion is resulted from the absence of C-class genes in these petaloid staminodes (Wake et al., 2011). However, evidences in *Alpinia hainanensis* (Zingiberaceae) and *C. indica* have shown that C-class genes were still expressed in the petaloid androecial members (Song et al., 2010; Almeida et al., 2013; Fu et al., 2014). Furthermore, expressions of B-class *GLOBOSA* (*GLO*, homologous to *PI*)-like genes were not confined within corolla and androecium (Bartlett and Specht, 2010), making it more complicated to explain the organ identity specification in *C. indica* as well as in Zingiberales.

In recent years, next generation sequencing (NGS) techniques have provided fascinating opportunities in life sciences and remarkably improved the efficiency of gene discovery. In Zingiberales, D'Hont et al. (2012) described the genome sequence of *Musa acuminata* (Musaceae), providing a crucial basis for genetic improvement of banana. Besides, transcriptome sequencing has facilitated various kinds of studies on Zingiberales species such as molecular marker development and disease-resistant researches (Karthika et al., 2015; Ravishankar et al., 2015). As for flower development, no complete transcriptome analysis has been reported in Zingiberales except for some fragmentary descriptions on expression levels of several genes.

In this study, transcriptome sequencing of *C. indica* flower and quantitative gene expressions in different stages and different floral organs were performed using RNA-Seq. Comprehensive information about gene sequences, expressions and functions were provided, which could facilitate our understanding of the molecular mechanisms of flower development in *C. indica* and the relative species. Based on these data, we analyzed the expressions of ABC genes together with *in situ* hybridization approach, providing fundamental insights into the flower development of *C. indica*.

## Materials and methods

### Plant materials

*Canna indica* plants were grown in South China Botanical Garden (SCBG, Guangzhou), and the flower materials were collected during May and June.

### Scanning electron microscopy (SEM)

Young inflorescences were fixed in FAA (90 parts 70% ethyl alcohol: 5 parts glacial acetic acid: 5 parts 40% formaldehyde). Bracts and larger floral organs were removed under a dissecting microscope; then the inflorescences were dehydrated in an alcohol series (75, 85, 95, 100, and 100%) and transferred to isoamyl acetate. The materials were critical point dried with CO_2_, mounted on stubs, gold-coated in the JFC-1600 Auto Fine Coater (JEOL, Tokyo, Japan), and observed under a JSM-6360LV SEM (JEOL) operated at 10 kV.

### Transcriptome sequencing

Two transcriptome libraries were constructed from four flower samples: sample 1 (flower primordia), sample 2 (young flowers of 1–2 mm in length), sample 3 (young flowers of 3–10 mm in length), and sample 4 (flowers of 1–4 cm in length). Total RNA of these four samples were extracted using TruSeq™ RNA Sample Preparation Kit (Illumia, SanDiego). One sequencing library (flower primordium/FP) was constructed with the RNA of sample 1, while RNA from sample 2, 3, and 4 were equally mixed for the construction of a second library (differentiated flower/DF). After DNase I treatment, magnetic beads with Oligo (dT) were used to isolate mRNA, which was then fragmented into short fragments by mixing with the fragmentation buffer. The cDNA was synthesized using the mRNA fragments as templates. Short fragments were purified and resolved with EB buffer for end reparation and single nucleotide A (adenine) addition. After that, the short fragments were connected with adapters. The suitable fragments were selected for the PCR amplification as templates. Then Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System were used in quantification and qualification of the sample libraries. At last, the libraries were sequenced using Illumina HiSeq™ 2000, and 90 nt raw reads were generated.

### Transcriptome assembly and annotation

The dirty raw reads [a. containing adapters, b. containing unknown nucleotides larger than 5%, c. low quality reads which the percentage of low quality bases (base quality ≤ 10) is more than 20%] were discarded, and the remaining clean reads in each library were assembled into one set of unigenes using Trinity (Grabherr et al., 2011), and then the two sets of unigenes were merged into a more complete set of unigenes, which served as the sequence reference in this research. The unigenes were divided into two classes. One was clusters with several unigenes between which the similarity was more than 70%, and the prefix is CL. The other class was singletons with the prefix of Unigene.

The unigene sequences were aligned by BLASTX to protein databases NR, Swiss-Prot, KEGG, and COG (*e* < 0.00001), and aligned by BLASTN to nucleotide databases NT (*e* < 0.00001) to get the annotations. Blast2GO program was used to get the GO annotation (Conesa et al., 2005), and WEGO software was used to do GO functional classification for all the unigenes (Ye et al., 2006). MADS-box unigenes were identified based on the Nr annotation. Besides the best hit, other alignments with relatively high blast scores were also referenced for the identification of putative ABC homologs.

### Gene expression analysis

A portion of the sequencing reads in FP and DF was used to quantify the temporal gene expression in these two samples. In addition, a spatial gene expression analysis in floral organs was also performed. Young petals (P) and petaloid staminodes (PS) about 1.5 mm in length were collected for RNA extraction when they could be carefully dissected. Procedures of library construction and sequencing were the same with those described above, except that the length of reads here was 49 nt.

Clean reads in FP, DF, P, and PS were mapped to the reference unigenes using SOAPaligner/SOAP2 (Li et al., 2009). No more than 2 mismatches were allowed in the alignment. The expression level for each gene is determined by the numbers of reads uniquely mapped to the specific gene (unique match), and was calculated by using RPKM method (Mortazavi et al., 2008). The differentially expressed unigenes (DEGs) between the two samples were identified using the DEGseq R package (1.12.0) (Wang et al., 2010), with the read counts as input. The raw read counts were previously adjusted by edgeR package through one scaling normalized factor (Robinson et al., 2010). The *p*-values were adjusted to *q*-values for multiple testing corrections (Storey and Tibshirani, 2003), and *q*-value of 0.001 and log2 (fold-change) of 1 were set as the threshold for significantly differential expression. GO enrichment analysis were using agriGO program with customized annotation (Du et al., 2010), and the GO terms with FDR less than 0.05 were considered significantly enriched in the DEGs.

### qRT-PCR

Total RNA was extracted from petals and petaloid staminodes of the same stages with those in RNA-Seq using TRIzol (Invitrogen) and then treated with DNase I (TaKaRa) followed by phenol/chloroform extraction to remove DNA contamination. Approximately 4 μg of purified RNA was used for reverse transcription with oligo(dT) primers. qRT-PCR was performed using specific primer pairs (Supplementary Table 1) with the MyiQ2 two-color real-time PCR detection system (Bio-Rad). Actin mRNA was used as an internal control, and the comparative threshold cycle (Ct) method was used to determine relative transcript levels of each tested genes. Three technical replicates were performed.

### *In situ* hybridization

Sections (7 μm thick) of young inflorescence without phyllary were prepared following pretreatment and hybridization methods described previously (Brewer et al., 2006). Digoxigenin (DIG)-labeled hybridization probes of *CiAP1-1* (457 nt), *CiGLO-1* (693 nt), and *CiAG-1* (675 nt) mRNA were prepared by *in vitro* transcription (Roche) according to the manufacturer's protocol. The primer pairs are listed in Supplementary Table 1.

## Results

### Flower development

The flower of *C. indica* comprises 3 sepals, 3 petals, 4, or 5 (occasionally 6) androecial members and 3 carpels (Figures 1A,B,F). Within the androecial whorl, the only fertile stamen comprises a one-theca anther and a petaloid appendage, while the other members are all petaloid staminodes, including a labellum (Figures 1B,C). Floral organogenesis of *C. indica* has been previously reported (Kirchoff, 1983; Almeida et al., 2013; Miao et al., 2014). Partially, due to the differentiation of the androecium, the flower development process of *C. indica* is quite complicated.

**Figure 1:**
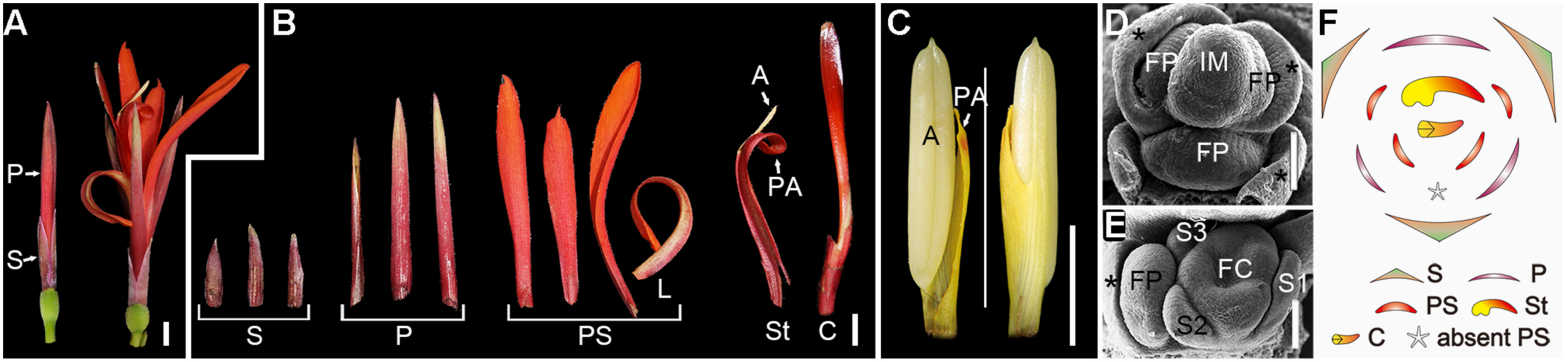
**Flower morphogenesis of *Canna indica*. (A)** A pre-anthesis flower (left) and mature flower at anthesis (right). **(B)** Dissected floral organs of a mature flower. **(C)** Adaxial (left) and abaxial (right) sides of a fertile stamen. **(D)** Initiation of floral primordia. Asterisk indicates bract or bractlet. **(E)** A flower pair (the two flowers in the axil of a bract) with a flower 1 at differentiated stage (right) and the primordium of flower 2 (left). **(F)** Schematic representation of the flower. S, sepal; P, petal; PS, petaloid staminode; L, labellum; St, stamen; A, anther; PA, petaloid appendage; C, carpel; IM, inflorescence meristem; FP, floral primordium; FC, floral cup. Bars = 5 mm in **(A–C)**, 100 μm in **(D,E)**.

Flower primordia were initiated in the axils of bracts (Figure 1D). When the organogenesis process starts, sepals are initiated first, and then serve to protect the inner organs at early stages (Figure 1E). However, petals grow fast after initiation and soon surmount the sepals, and begin to act as the main protective organs instead of sepals till anthesis (Figure 1A). Indeed, except for their difference in size, sepals and petals share similarities in shape, color and texture, and both of them are much thicker and tougher than the inner flexible petaloid staminodes (Figure 1B). Petaloid staminodes are the most attractive parts in a mature flower of *C. indica*, and look similar to the bright-colored petals of other ornamental species rather than the petals of *Canna indica* itself. Although both are petal-like organs, petaloid staminodes and petals are different in size, shape, color, and texture (Figures 1A,B).

### Transcriptome sequencing and assembly

In order to get a comprehensive understanding about the flower development process of *C. indica*, a temporal-spatial RNA-Seq analysis was carried out (Figure 2).

**Figure 2:**
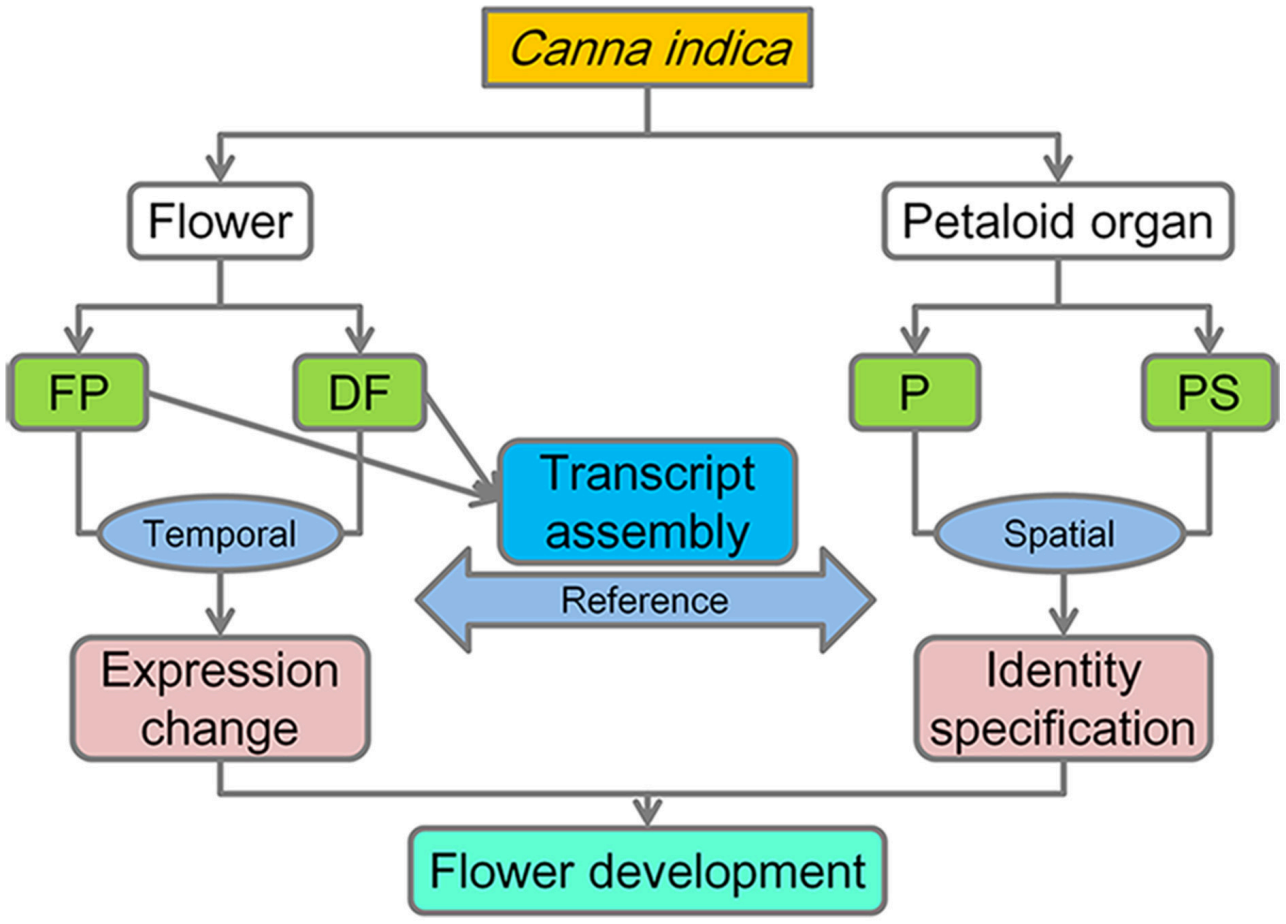
**Pipeline of the RNA-Seq analysis**.

Since there is no genome reference for this species currently, a set of inclusive transcriptome assembly was needed. Flower development process concerns various stages from flower primordium initiation to anthesis, and we took flower primordium (FP) and differentiated flower (DF, included flowers at various developmental stages, see materials and methods) materials to perform transcriptome sequencing respectively. Ninety Nucleotide databases reads were generated and sequenced using Illumina HiSeq™ 2000 platform. In total, 118,693,512 (FP) and 116,509,018 (DF) raw sequencing reads were generated in each library. After cleaning and quality checks, the remaining 111,087,434 (FP) and 105,704,938 (DF) clean reads were assembled into two sets of unigenes, which were then merged to one set of 118,869 unigenes. The average length of all the unigenes was 1053 nt, and the N50 length was 1766 nt (Table 1). In addition, 44,076 unigenes were ≥1000 nt in length, 6719 unigenes were ≥3000 nt, and none was <200 nt.

**Table 1:** **Summary for floral transcriptome sequencing and assembly**.

**Unigene**	**Total number**	**Total length (nt)**	**Mean length (nt)**	**N50**	**Clusters**	**Singletons**
FP	112,984	127,816,607	1131	1931	42,117	70,867
DF	93,080	78,199,579	840	1332	32,099	60,981
All	118,869	125,202,958	1053	1766	43,615	75,254

Using BLASTX, the unigenes were aligned to the protein databases in the priority order of NR, NT, Swiss-Prot, KEGG, COG, and GO (*e* < 0.00001), and totally 67,299 unigenes were annotated. 65,392 unigenes were annotated to NR database, among which about 50% showed blast *e* < 1*e*-100 (Figure 3A), 80% shared high similarity (≥60%) with the homologs they were annotated to (Figure 3B). About 75% (48,654) of the annotated unigenes shared highest similarity with the genes of *Musa acuminate* (Zingiberales, Musaceae), and 5 and 4% with *Elaeis guineensis* and *Phoenix dactylifera* (Arecaceae), two Arecales species (Figure 3C). Twenty-six thousand five hundred and twenty-nine annotated unigenes were classified into 25 function classifications in COG database, and 38,318 were mapped to 128 KEGG pathways (data not shown). With GO annotation, 44,866 unigenes were categorized into 55 functional groups, which belong to three categories: molecular function, cellular component and biological process. Cellular process and metabolic process, cell and cell part, catalytic activity, and binding were the two dominant groups in each category respectively (Figure 4). These unigenes provided valuable sequence and annotation reference for the following quantification analysis.

**Figure 3:**
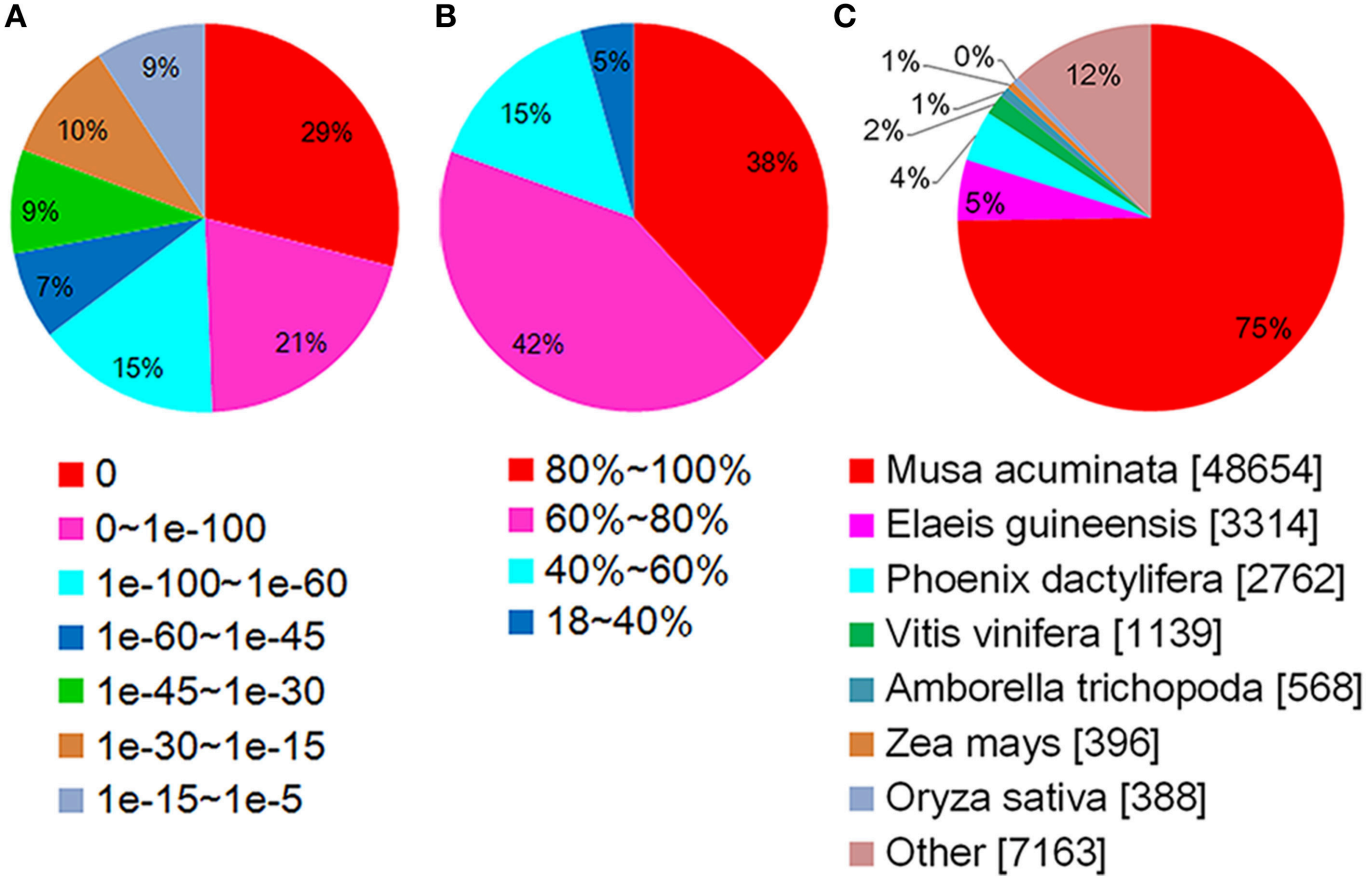
**Annotations of unigenes in Nr database**. **(A)** Statistics of *E*-value distribution. **(B)** Statistics of similarity distribution. **(C)** Statistics of species distribution.

**Figure 4:**
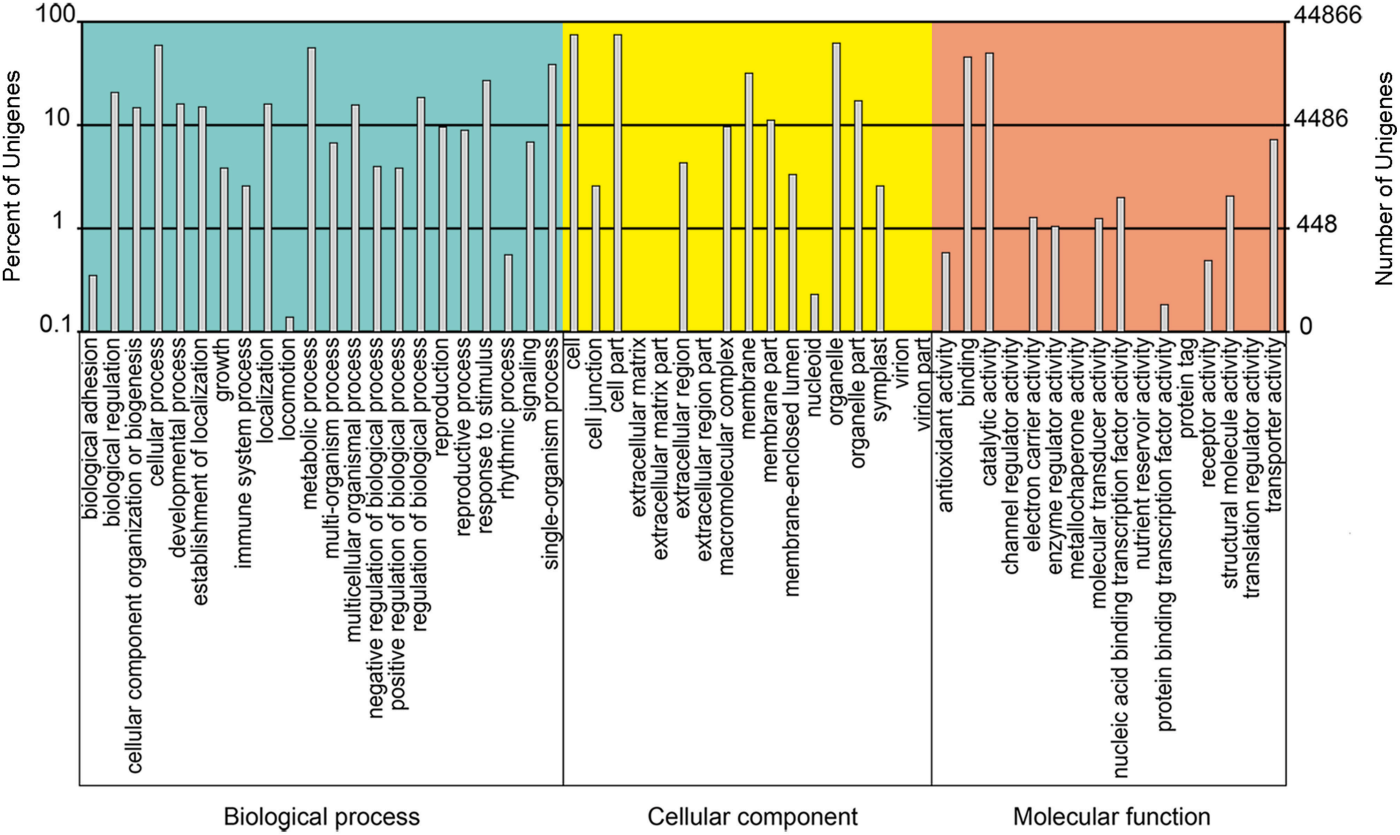
**GO classification of the annotated unigenes**.

### Quantitative temporal-spatial gene expression

Flower development process concerns various stages from flower primordium initiation to anthesis, and floral organ identity determination happens in FP while flower organ development mainly takes place in DF. Accordingly we took these two stages to perform temporal gene expression analysis, although DF represented various stages rather than a specific one (Figure 2). To quantify the expression of the unigenes, 36,393,804 and 36,749,397 sequencing reads in FP and DF were used to map to the reference assembly. The unigene expression levels were calculated with RPKM (Reads Per Kb per Million reads) method (Mortazavi et al., 2008). We set a threshold value at 0.3 RPKM to determine whether or not a gene was expressed in a specific sample. With this standard, 95,602 and 86,516 unigenes were expressed in FP and DF respectively. Seventeen thousand and six hundred and thirty and Eight thousand five hundred and forty-four unigenes were expressed specifically in FP and DF, and 77,972 unigenes were expressed in both the two stages (Figure 5A).

**Figure 5:**
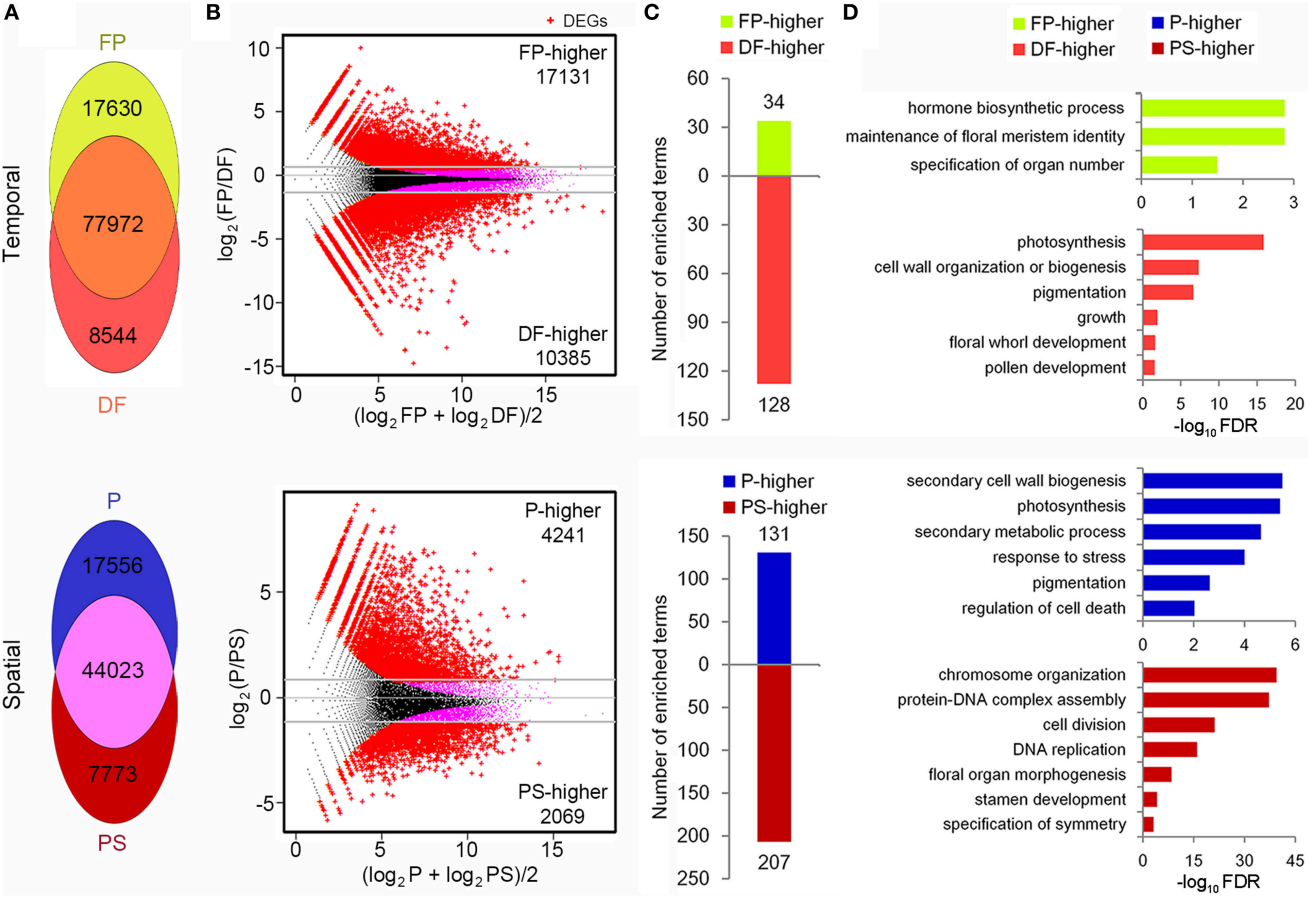
**Temporal-spatial expression and function analysis of unigenes**. **(A)** Distribution of detected unigenes in FP, DF and P, PS. **(B)** MA plots (log ratio vs. abundance) showing the DEG (red points) identification. **(C)** Numbers of the enriched biological process terms in each group of DEGs. **(D)** The representative terms in each group of DEGs.

As the first step to investigate the genetic basis for the differences between petal (P) and petaloid staminode (PS), the global gene expression in these two organs was analyzed (Figure 2). 

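The data on these organs were 1 RNA-Seq library of young petals (P) and 1 library of young petaloid staminodes (PS), the sterile stamens of *C. indica* that look like petals. According to the paper, both organs were about 1.5 mm in length and the reads were 49 nt long. The authors removed low-quality reads, mapped the clean reads to the assembled unigenes with SOAP2, allowing up to 2 mismatches, and kept the reads that mapped to a unique position. They deposited the number of these unique reads per unigene, without normalization. The counts summed to 7512816 in P and 7558578 in PS. Reads that matched more than 1 unigene were not in these counts, so the count of a unigene with a close copy in the assembly could be too low. The files gave no unigene lengths, and RPKM could not be calculated for all unigenes. Expression was therefore given as reads per 1000000 unique reads (RPM), with 95% Wilson intervals. At this depth, 3 reads corresponded to 0.399 RPM in P and 0.397 RPM in PS, and lower expression was not detectable. DEGs were called after the paper's methods, with the published formulas of the DEGseq test coded in a script, counts scaled by edgeR's TMM factor, and zero counts replaced by 0.5. The log2 ratio of a unigene, log2(P/PS), compared its share of all unique reads in P with that in PS, and TMM scaling cancelled out in this ratio. The paper does not state how zero counts were treated. Because each organ had 1 library, all intervals and tests covered the sampling of reads only, and no difference between the organs had a replicate check.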

Considering the differences in the organogenesis of these two organs, we took young petals and petaloid staminodes of about 1.5 mm in length as materials for quantitative RNA-Seq analysis. 49-nt reads were generated in each RNA sample which were subsequently sequenced for the library construction. After data filtering, the retained clean reads were used for mapping to the reference unigenes. The total numbers of clean reads in the two libraries were 11,779,727 and 11,668,376, of which 91.54 and 92.41% could be mapped to the reference. 

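Summed over all unigenes, the deposited counts gave 7512816 unique reads in P and 7558578 in PS, so that the log2 ratio of the totals was -0.0088. Reads were unevenly spread over the unigenes. The 100 most-read unigenes held 22.8% of the unique reads in P and 19.9% in PS. The most-read unigene of both libraries was CL3697.Contig1_All, with 201919 reads (2.69%) in P and 303498 reads (4.02%) in PS. The median mapped unigene had 5 reads in P and 4 reads in PS. No alternative setting changed these totals, but edgeR's TMM factors, 1.07 for P and 0.937 for PS, shifted the scale between the libraries by 0.189 on the log2 scale.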

Seventy-five lakhs twelve thousand eight hundred and sixteen and Seventy-five lakhs fifty eight thousand five hundred and seventy-eight reads were mapped to a unique position (Table 2). 

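At least 1 unique read was counted for 70476 unigenes in P and for 62418 unigenes in PS, and 54639 unigenes (69.8% of those mapped) had a read in both organs. Many of them rested on a single read, 14948 unigenes in P and 15250 in PS. Requiring 5 reads in one organ lowered the number of unigenes mapped in P or PS from 78255 to 40195, while requiring 2 reads gave 61320.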

In total, 78,255 unigenes were mapped in at least one organ. Not counting those with RPKM < 0.3, we got the expressions of 69,352 unigenes in P and PS. Sixty one thousand five hundred and seventy-nine and Fifty one thousand seven hundred and ninety six were expressed in P and PS respectively, with 17,556 specifically expressed in P and 7773 specifically in PS, and 44,023 in both organs (Figure 5A).

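The RPKM threshold could not be applied to all unigenes without their lengths, and the organ-specific sets were counted from reads. A single read reached 0.3 RPKM for unigenes of up to 443.7 nt in P and 441 nt in PS. Without a threshold, 15837 unigenes had reads in P only, 7779 in PS only, and 54639 in both organs. Of the unigenes with reads in P only, 51.1% had exactly 1 read, and 545 had at least 10 reads, the highest having 310. Of those with reads in PS only, 66.4% had exactly 1 read, and 36 had at least 10 reads, the highest having 26. The absence of such 1-read unigenes from the other library was within what the sampling of reads can give, so for these unigenes a difference was not detectable at this depth. The minimum number of reads moved these sets most. With at least 5 reads as the condition in each organ, 9093 unigenes were counted in P only, 3077 in PS only and 28025 in both, 40195 in all. There was 1 library per organ, so it was not possible to tell how many would recur in a second library.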

**Table 2:** **Sequencing quality evaluation and transcript alignments of the reads in P and PS**.

**Summary**	**P**	**PS**
Total reads	11,779,727	11,668,376
Total basepairs	577,206,623	571,750,424
Total mapped reads	10,782,916	10,782,484
Unique match	7,512,816	7,558,578
Multi-position match	3,270,100	3,223,906
Unmapped reads	996,811	885,892

### Function analysis of the differentially expressed unigenes

With DEGseq R package (*q* < 0.001, |log2 fold-change|≥1), the differentially expressed unigenes (DEGs) between FP and DF, and between P and PS were identified (Storey and Tibshirani, 2003; Wang et al., 2010). Compared with FP, 17,131 unigenes were down-regulated and 10,385 were up-regulated in DF, and these unigenes were defined as FP-higher and DF-higher DEGs respectively (Figure 5B). 

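The test of P against PS covered the 78255 unigenes with at least 1 read in either organ. With q < 0.001 and |log2 fold-change| ≥ 1 it gave 6562 DEGs, 4434 P-higher (5.67% of the tested unigenes) and 2128 PS-higher (2.72%), or 2.08 P-higher DEGs for each PS-higher DEG. The P-higher DEGs had a median of 79 reads in P and a median log2(P/PS) of 2.66, and 379 of them had 0 reads in PS. The PS-higher DEGs had a median of 181 reads in PS and a median log2(P/PS) of -1.60, and 12 of them had 0 reads in P. Among DEGs with at least 10 reads in both organs, Unigene70110_All was the most P-higher, with 2261 reads in P and 15 in PS, a log2(P/PS) of 7.24 (95% exact interval 6.52 to 8.08). It was followed by Unigene5643_All, with 2077 reads in P and 15 in PS, and Unigene68811_All, with 3135 and 23 reads. The most PS-higher was Unigene67023_All, with 11 reads in P and 241 in PS, a log2(P/PS) of -4.44 (-5.47 to -3.58; adjusted p = 1.2e-55, Fisher's exact test with Benjamini-Hochberg adjustment). CL5270.Contig1_All followed with 12 reads in P and 174 in PS, and Unigene17283_All with 12 and 154 reads.

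**Figure D1:**
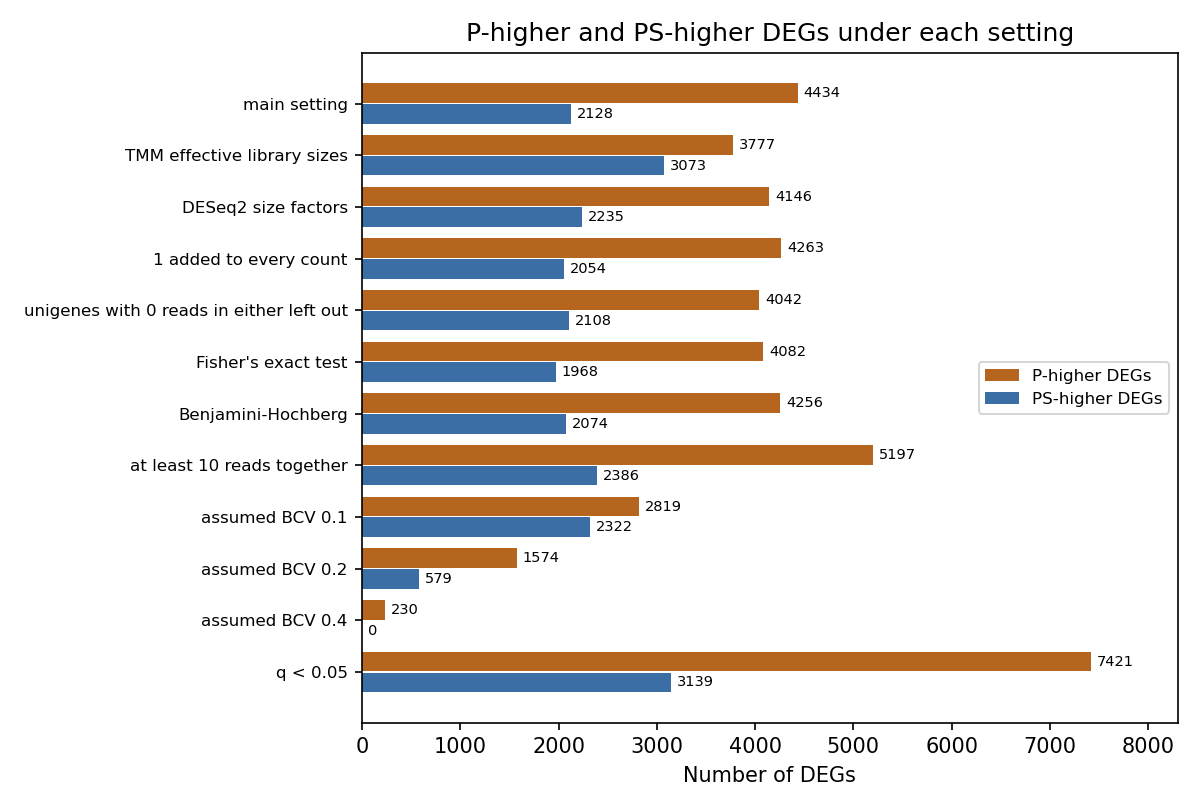
Number of P-higher (brown) and PS-higher (blue) DEGs in the comparison of 1 P library and 1 PS library, under the main setting and each alternative named on the vertical axis. The main setting has 4434 P-higher and 2128 PS-higher DEGs, TMM effective library sizes bring the numbers to 3777 and 3073, and an assumed biological coefficient of variation (BCV) of 0.4 leaves 230 and 0.

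The DEGseq test treats the sampling of reads as the only source of variation, and 1 library per organ gave no estimate of the variation between plants. The largest change came from assuming such variation: edgeR's exact test with an assumed biological coefficient of variation of 0.4 between replicates left 230 DEGs, all of them P-higher. This test was run on TMM effective library sizes. With 0.2 or 0.4 it recovered 0 of 200 simulated 4-fold changes. Only 200 unigenes were changed there, so at 0.2 the adjustment for multiple testing was stricter than in the data. At 0.2 the A-class unigenes, with log2(P/PS) of 2.28 to 2.58, were still called in the data. The simulation thus cannot show that changes of this size were missed at 0.2. At 0.4 they were not called, and the low number of DEGs there may also reflect low power without replicates.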

While in P-PS comparison, there were 6310 DEGs between the two organs, among which 4241 expressed higher in P (defined as P-higher DEGs) and 2069 expressed higher in PS (defined as PS-higher DEGs; Figure 5B).

To find out the representative biological processes in each sample, GO enrichment analysis were carried out based on the PF-higher, DF-higher, P-higher, and PS-higher DEGs. In PF-higher DEGs, 34 biological progress terms were enriched, among which, maintenance of floral meristem identity and specification of organ number explicitly presented the main biological processes in this stage (Supplementary Table 2; Figures 5C,D). While in DF-higher DEGs, 128 terms got enriched, far more than that in FP-higher DEGs (Figure 5C). Perhaps this was because a differentiated flower is more complicated than a flower primordium, whether in structure or function. The representative terms, such as pigmentation, growth, and floral whorl development gave a brief but clear description on the development processes in DF (Supplementary Table 2; Figure 5D).

In the P-higher DEGs, 131 biological process terms were enriched. Secondary cell wall biogenesis term indicated that cells in petals may possess thicker cell walls than those in petaloid staminodes, providing possible explanation that petals are tougher than petaloid staminodes; photosynthesis term indicated that as the outer whorl organs, young petals possess higher ability or potential to perform photosynthesis than petaloid staminodes in the inner whorls; in addition, response to stress term was probably related to the protection function of petals (Supplementary Table 2; Figures 5C,D). 

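GO annotations were not in the files analysed here, and the number of unigenes per term was taken from the paper's Supplementary Table 2. In the paper's table, the P-higher DEGs included 19 of 74 unigenes of secondary cell wall biogenesis, or 25.7% (95% Wilson interval 17.1 to 36.7%). For photosynthesis they included 81 of 784 unigenes, or 10.3% (8.39 to 12.7%), and for response to stress 441 of 6535, or 6.75% (6.17 to 7.38%). For comparison, the counts gave 4434 P-higher DEGs, 5.67% of all unigenes mapped in P or PS, although the paper's enrichment used its own list of 4241 P-higher DEGs and was set against annotated unigenes. The lower bounds of all 3 terms lay above this share. Among unigenes with at least 10 reads in P and PS together the share was 15.3%. The lower bound of secondary cell wall biogenesis lay above it, but the intervals of photosynthesis and response to stress lay below it. The numbers per term were not filtered by reads, so neither share is a like background. The number of P-higher DEGs moved most, to 230, with edgeR's exact test and an assumed biological coefficient of variation of 0.4. From the enrichment of these terms in the P-higher DEGs, the paper reasons towards thicker cell walls, a higher ability for photosynthesis and a protective function of the petals. The comparison had 1 library per organ, and the enrichment had no replicate check.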

As for the PS-higher DEGs, chromosome organization, protein-DNA complex assembly and DNA replication were highly enriched (Supplementary Table 2; Figures 5C,D). 

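The enrichment of these terms was calculated by the authors on the paper's own list of 2069 PS-higher DEGs and was not run on the list re-derived from the counts, which held 2128 DEGs, 2.72% of the unigenes mapped in P or PS. By the paper's Supplementary Table 2, PS-higher DEGs made up 169 of 1415 unigenes of chromosome organization, or 11.9% (95% Wilson interval 10.4 to 13.7%), and 85 of 837 unigenes of DNA replication, or 10.2% (8.29 to 12.4%). Their share was highest in protein-DNA complex assembly, with 49 of 116 unigenes, or 42.2% (33.6 to 51.3%). The unigenes in each term were not named in the files analysed here, so their reads could not be summed by term. TMM effective library sizes raised the number of PS-higher DEGs to 3073, and it fell to 0 with edgeR's exact test at an assumed biological coefficient of variation of 0.4.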

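Cell division held 86 PS-higher DEGs among 696 unigenes in the paper's Supplementary Table 2, or 12.4% (95% Wilson interval 10.1 to 15.0%). PS-higher DEGs were 2.72% of all unigenes mapped in P or PS in the counts, 2128 of 78255. Among unigenes with at least 10 reads in P and PS together they were 7.01%. Neither background is the annotated unigenes of the paper's enrichment. Assuming a biological coefficient of variation of 0.2 in edgeR's exact test left 579 PS-higher DEGs. The paper links this term with the enrichment of DNA replication and chromosome organization in its conjecture on young PS.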

It was conjectured that at the tested stage, young petaloid staminodes were experiencing rapid and continuous cell division, which was also an enriched term. 

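For stamen development, the paper's Supplementary Table 2 lists 25 PS-higher DEGs among 254 unigenes, or 9.84% (95% Wilson interval 6.76 to 14.1%). This was above the 2.72% of PS-higher DEGs re-derived among all unigenes mapped in P or PS, also at the lower bound of the interval. However, the paper's table rests on its own list of DEGs and on annotated unigenes, and many mapped unigenes had too few reads to be called. Among unigenes with at least 10 reads in P and PS together the share was 7.01%, inside the interval. The comparison with 2.72% thus does not test the enrichment. The PS-higher DEGs in the counts had a median log2(P/PS) of -1.60, and 12 of 2128 had 0 reads in P, so that nearly all of them had reads in both libraries. The number of PS-higher DEGs was most changed by edgeR's exact test with an assumed biological coefficient of variation of 0.4, which left 0. That setting also recovered 0 of 200 simulated 4-fold changes, so the 0 may reflect its low power. The paper reasons from the enrichment to a higher expression of stamen development unigenes in PS.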

In addition, stamen development term was also enriched in PS-higher DEGs, indicating that quite a few unigenes that participating in stamen development were also expressed in petaloid staminodes, and exhibited higher expressions in PS than P.

### Temporal-spatial expression patterns of MADS-box unigenes

According to the Nr annotation, 106 unigenes were identified as MADS-box family members, and 51 were detected in one or both organs of P and PS. 

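Reads in P or PS were found for all 51 MADS-box unigenes of the paper's Supplementary Table 3. Of these, 38 had reads in both organs, 5 in P only and 8 in PS only. Low counts were common: 19 of the 51 had fewer than 10 reads in P and PS together, and the lowest had 1 read. No unigene found in only one organ had more than 10 reads there, and at such counts an expression limited to one organ could not be told from a low expression in the other.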

We focused on these 51 unigenes, and analyzed the temporal-spatial expressions of them. 37 (72.5%) of them were expressed higher in DF than in FP, while 27 (52.9%) were expressed higher in PS than in P (Supplementary Table 3; Figure 6A). 

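The spatial part of these numbers was recounted from the unique reads. A higher share of reads in PS than in P was found for 27 of the 51 MADS-box unigenes, or 52.9% (95% exact interval 38.5 to 67.1%), and a higher share in P for 24. Of these differences, 15 passed the DEG thresholds, 7 as P-higher and 8 as PS-higher DEGs, and the other 36 unigenes were not DEGs. For 3 unigenes the read counts of both organs were equal, and their direction followed from the library totals alone. TMM effective library sizes moved the share most, to 31 of 51 (60.8%). Leaving out the unigenes with fewer than 10 reads in P and PS together gave 15 of 32 (46.9%), with the majority then higher in P.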

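Against equal numbers in both directions, the 27 of 51 MADS-box unigenes higher in PS gave p = 0.78 in an exact binomial test. Unigenes are not independent replicates, and the test counted each of them once whatever its number of reads. With TMM effective library sizes in place of the totals, 31 unigenes were higher in PS (exact binomial test, p = 0.16), and among the 32 unigenes with at least 10 reads the number was 15 (exact binomial test, p = 0.86). The spatial part of the paper's statement rests on these near-equal numbers, and its temporal part rests on FP and DF, which were not analysed here.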

It seemed that there was a temporal expression preference for these MADS-box unigenes in DF, while no evident spatial preference was found in P or PS. Besides, 18 MADS-box unigenes were annotated as putative homologs of the ABC genes. Spatial expression analysis revealed that, all of the 3 A-class unigenes were P-higher DEGs, while 2 of 3 C-class *AG* homologs belonged to the PS-higher DEGs. 

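The A-class unigene *CiAP1-1* (Unigene24850_All) had 541 reads in P and 112 in PS, a log2(P/PS) of 2.28 (95% exact interval 1.98 to 2.59; adjusted p = 4.2e-67, Fisher's exact test with Benjamini-Hochberg adjustment). The other A-class unigenes, Unigene22553_All with 439 and 74 reads and Unigene32977_All with 736 and 143 reads, had log2(P/PS) of 2.58 (2.22 to 2.95) and 2.37 (2.11 to 2.64). All 3 were P-higher DEGs. Of the C-class unigenes, *CiAG-1* (Unigene27280_All) had 169 reads in P and 1486 in PS, a log2(P/PS) of -3.13 (-3.37 to -2.90; adjusted p = 4.9e-259, Fisher's exact test with Benjamini-Hochberg adjustment). Unigene66042_All had the most reads of the class, 565 in P and 6103 in PS, a log2(P/PS) of -3.42 (-3.55 to -3.30). Both were PS-higher DEGs. The third C-class unigene, Unigene70381_All, had only 4 and 5 reads, a log2(P/PS) of -0.31 (-2.65 to 1.90), and was not a DEG. The calls stayed as they were under every normalization, filter and zero treatment, and only edgeR's exact test with an assumed biological coefficient of variation of 0.4 left 0 A-class and 0 C-class DEGs. That setting recovered 0 of 200 simulated 4-fold changes, so this loss also reflects its low power. With 1 library per organ, these differences exceeded the sampling of reads but had no replicate check.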

The B-class unigenes exhibited intermediate expression patterns, with 1 P-higher, 3 PS-higher DEGs and 8 non-spatial-DEGs (Figure 6A). 

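Among the 12 B-class unigenes, CL5731.Contig5_All was the P-higher DEG, with 45 reads in P and 6 in PS and a log2(P/PS) of 2.92 (95% exact interval 1.68 to 4.44). The PS-higher DEGs were Unigene10485_All with 280 and 639 reads, Unigene3845_All with 407 and 1117 reads, and CL11131.Contig2_All with 24 and 152 reads, at log2(P/PS) of -1.18 (-1.39 to -0.98), -1.45 (-1.62 to -1.28) and -2.65 (-3.34 to -2.03). Of the 8 unigenes that were not DEGs, 4 had fewer than 20 reads in P and PS together. *CiGLO-1* (CL5731.Contig4_All), with 229 reads in P and 290 in PS, had the highest count of the 8. In total, 11 of the 12 had a higher share of reads in PS. The reads of all 12 summed to 1176 in P and 2449 in PS, a log2(P/PS) of -1.05 (-1.15 to -0.95). The prefix CL marks a cluster of similar unigenes in the paper's assembly, and 4 of the 12 B-class unigenes were contigs of CL5731, so reads shared among them were not counted.

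**Figure D2:**
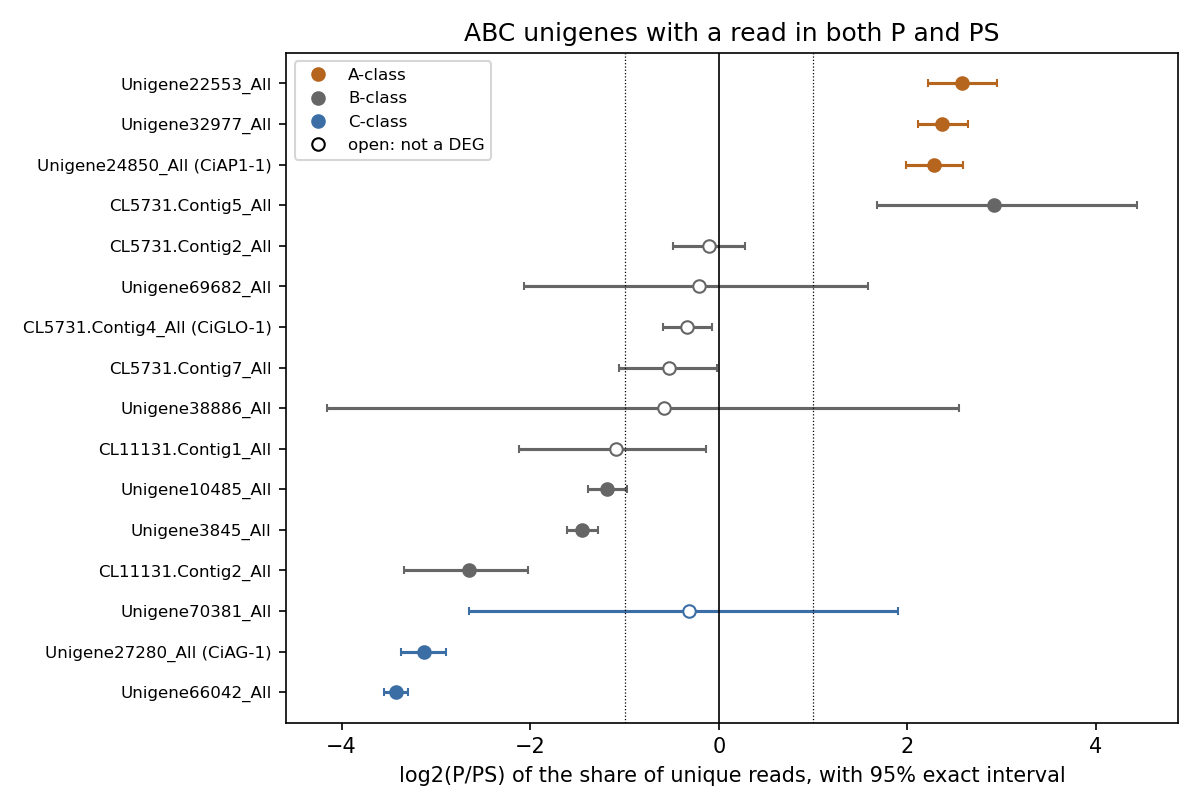
The log2(P/PS) of the share of unique reads (horizontal axis) of the 16 ABC unigenes with a read in both organs, from 1 library each, with 95% exact intervals. Filled points are DEGs, dotted lines mark a log2 ratio of -1 and 1, and the A-class unigenes lie between 2.28 and 2.58, the B-class between -2.65 and 2.92, and the C-class between -3.42 and -0.31.

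The alternative with the largest effect on the PS-higher B-class DEGs, apart from the assumed coefficient of 0.4 that left 0, was edgeR's exact test with an assumed biological coefficient of variation of 0.2, which left 1. From its numbers of P-higher DEGs, PS-higher DEGs and unigenes that were not DEGs, the paper describes the B-class pattern as intermediate.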

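In the read counts, 6 of the 8 unigenes chosen for qRT-PCR were DEGs between P and PS, namely *CiAP1-1*, *CiAG-1* and 4 of the 5 randomly selected unigenes. All 5 of the latter were higher in PS. Unigene68567_All had 137 reads in P and 335 in PS, a log2(P/PS) of -1.28 (95% exact interval -1.58 to -0.99). CL1668.Contig2_All had 30 and 96 reads, at -1.67 (-2.31 to -1.06), and Unigene16314_All had 25 and 83 reads, at -1.72 (-2.43 to -1.06). The lowest ratio belonged to Unigene68085_All, with 19 and 144 reads, at -2.91 (-3.69 to -2.22). CL3219.Contig1_All, with 710 and 1158 reads, lay at -0.70 (-0.83 to -0.56), which did not reach the fold-change threshold. Of the normalizations, TMM effective library sizes moved these values most, for example to -3.10 for Unigene68085_All and -0.89 for CL3219.Contig1_All. The qRT-PCR values are shown in Figure 6B and were not analysed here.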

We selected 3 MADS-box unigenes *CiAP1-1, CiGLO-1*, and *CiAG-1* as the representative homologs of A-class gene *AP1*, B-class gene *GLO* and C-class gene *AG*, respectively, and validated their spatial expression patterns with quantitative real-time PCR (qRT-PCR), together with other 5 randomly selected unigenes (Figure 6B).

**Figure 6:**
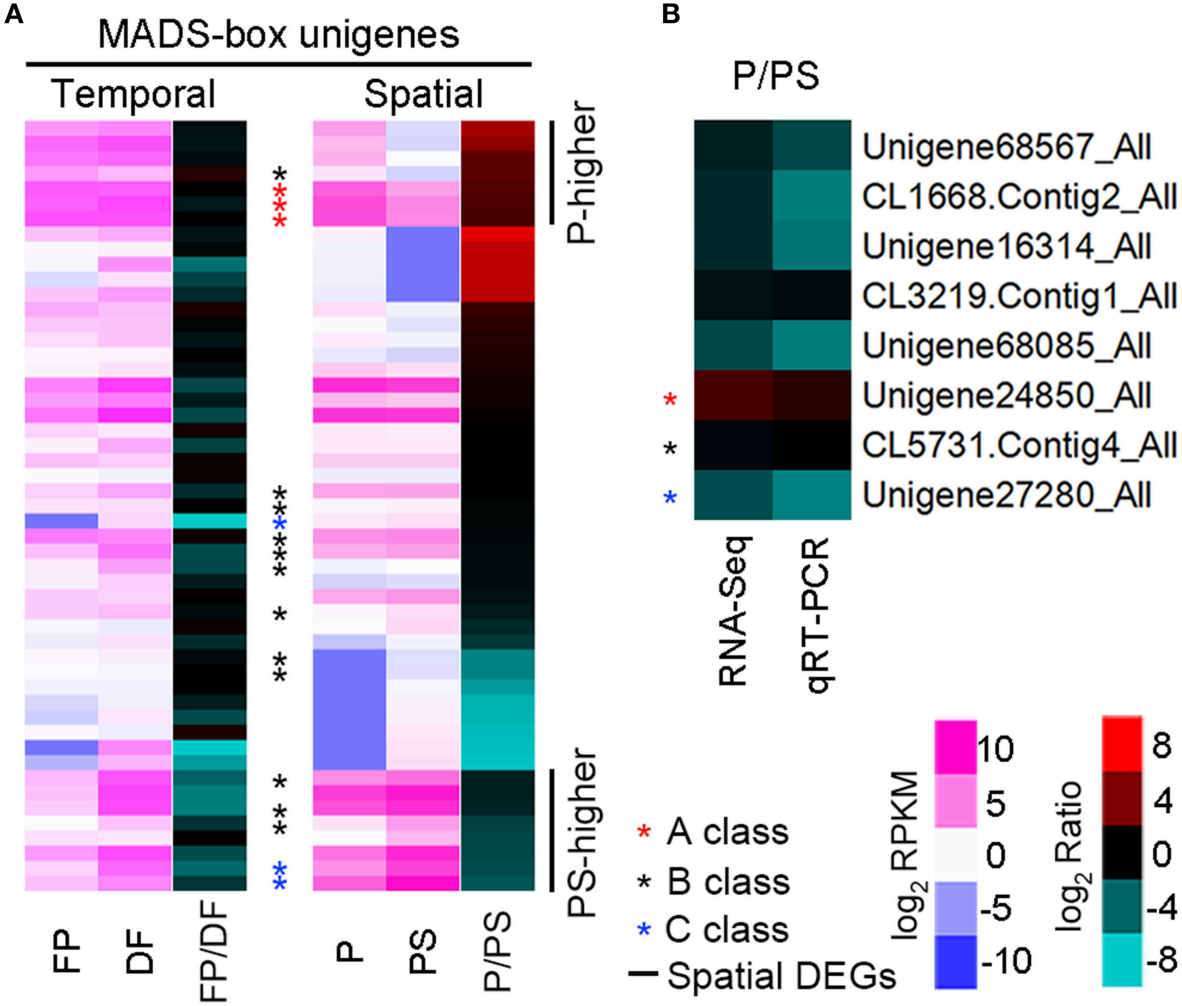
**Expression patterns of MADS-box and randomly selected unigenes. (A)** Heatmap illustrating the expression of 51 MADS-box unigenes. The left and middle columns show the RPKM value in P and PS respectively, and the right column represents the ratio of RPKM (P/PS). Asterisks indicate the putative A, B, and C class unigenes, and 7 P-higher and 8 PS-higher DEGs are lined out. **(B)** P/PS expression ratio from RNA-Seq (left) and qRT-PCR (right) for 8 unigenes.

Based on the RNA-Seq results, the expression of *CiAP1-1* in FP and DF were almost the same, and *CiGLO-1* expression was moderately down-regulated in DF, while *CiAG-1* was remarkably up-regulated in DF. Spatially, *CiAP1-1* was expressed lower in PS than in P, *CiGLO-1* was expressed almost equally in the two types of organs, and *CiAG-1* was expressed much higher in PS than in P (Figures 7A,F,K). 

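*CiAP1-1* (Unigene24850_All) was expressed at 72.0 RPM in P (95% Wilson interval 66.2 to 78.3, no replicates) and 14.8 RPM in PS (12.3 to 17.8), or 4.86 times as high in P. *CiGLO-1* (CL5731.Contig4_All) was expressed at 30.5 RPM in P (26.8 to 34.7) and 38.4 RPM in PS (34.2 to 43.0), or 1.26 times as high in PS. Its log2(P/PS) of -0.33 (95% exact interval -0.59 to -0.08) was below the fold-change threshold (adjusted p = 0.052, Fisher's exact test with Benjamini-Hochberg adjustment). *CiAG-1* (Unigene27280_All) was expressed at 22.5 RPM in P (19.3 to 26.2) and 197 RPM in PS (187 to 207), or 8.74 times as high in PS. All 3 values were above the 0.399 RPM that 3 reads stand for in P, so *CiAG-1* reads were detected in P as well. Androecial tissue or RNA in the petal sample was not excluded as a source of these reads. TMM effective library sizes lowered the log2(P/PS) of all 3 unigenes equally, by 0.189, and that of *CiGLO-1* became -0.52. Its *q*-value in the DEGseq test then fell from 0.024 to 0.00012, which passed the *q* threshold of 0.001 but not that of the fold-change. For *CiAP1-1* and *CiAG-1* the same change gave 2.09 and -3.32. The paper reads the 3 patterns as lower in PS, almost equal, and much higher in PS.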

To define the expression patterns of these ABC genes more precisely, *in situ* hybridization was performed. *CiAP1-1* mRNA was detected in flower meristem, but not in inflorescence meristem (Figure 7B), showing a similar pattern to that in *Arabidopsis* (Mandel et al., 1992). At either early or late stage, *CiAP1-1* transcripts were detected in all whorls of the flower, except in sepals when they were comparatively old (Figures 7C–E). At early stages, *CiGLO-1* mRNA was detected in the edge of the floral cup (ring meristem) where petals and androecial members would develop, but not in the regions corresponding to sepals and carpels (Figure 7G). Later when petals and androecial members were established, *CiGLO-1* was expressed in both whorls, and no detectable signal was observed in the sepal and carpel primordia (Figures 7H,I). However, *CiGLO-1* mRNA was then detected in the young style, which mainly comprises the lateral carpel (Figure 7J). *CiAG-1* mRNA was firstly detected in the center of the floral meristem (Figure 7L), and then in all the androecial members, as well as in the carpels, while no expression signal was detected in sepals and petals (Figures 7M,N). *CiAG-1* also expressed in the ovary (Figure 7O). These results showed that the expression of A-function gene in *C. indica* is not confined to the first and second whorls, B-function gene could extend its expression domain to the gynoecium during development process, and C-function gene is expressed in the sterile petaloid staminodes as well as the fertile organs.

**Figure 7:**
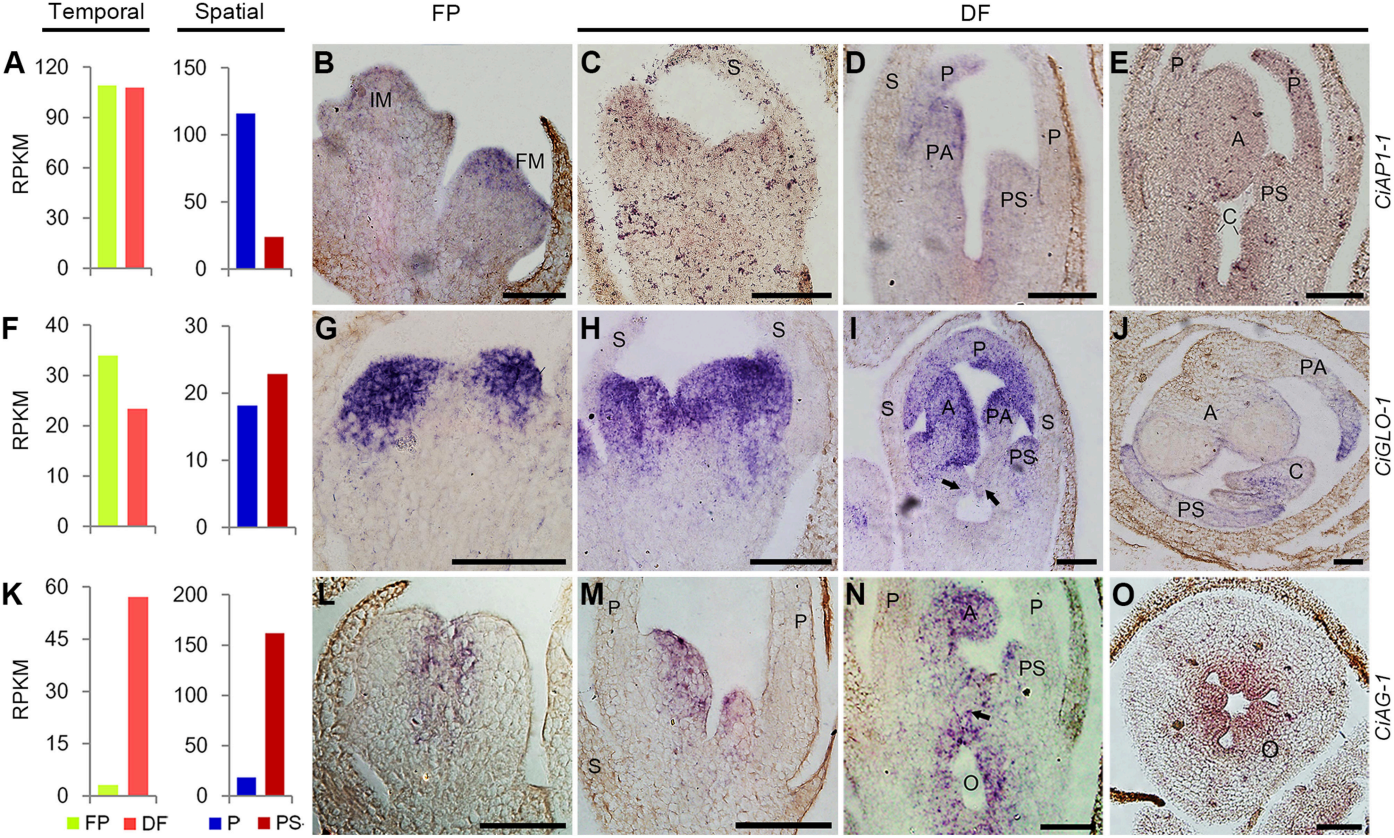
**Temporal-spatial expression of ABC unigenes during flower development. (A,F,K)**, RNA-Seq results showing the temporal and spatial expression of *CiAP1-1* **(A)**, *CiGLO-1* **(F)**, and *CiAG-1* **(K)**. All the others, *in situ* hybridization results of the temporal and spatial expression of *CiAP1-1* **(B–E)**, *CiGLO-1* **(G–J)**, and *CiAG-1* **(L–O)**. Arrows in **(I,N)** indicated the emerging carpel primordia. Sections in **(J,O)** were transverse and the others were all longitudinal. IM, inflorescence meristem; FM, flower meristem; S, sepal; P, petal; PS, petaloid staminode; PA, petaloid appendage; A, anther; C, carpel; O, ovary. Bars = 100 μm.

## Discussion

*Canna indica* is a representative species for studying phylogenetic evolution of Zingiberales. In this species, most of androecial members are transformed to petaloid organs and only a half fertile stamen remains in the flower. Little is known about the mechanism for the evolutionary conversion of stamens to petaloid organs, largely because the genomic information of *C. indica* is currently unavailable, and genetic transformation of this species is not applicable yet. With a large amount of transcript sequence data, our results provided fundamental information for studying the flower development of *C. indica*. Totally, 118,869 unigenes were sequenced in *C. indica*, among which 67,299 got annotated with gene names and functions. Meanwhile, 51,570 unigenes show no homology with the already known genes. Most of the annotated unigenes show the highest similarity with *M. acuminata* (Musaceae), which is also Zingiberales species, supporting the close genetic relationship between them.

Based on the (A)BC model, (A)-function genes specify the identity of sepal, which is the ground state of the flower (Causier et al., 2010). Expression analysis showed that A-class MADS-box unigenes in *C. indica* were all expressed higher in P than PS. 

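As a class, the 3 A-class unigenes had 1716 unique reads in P and 329 in PS. This was 228 RPM in P (95% Wilson interval 218 to 239) and 43.5 RPM in PS (39.1 to 48.5), a log2(P/PS) of 2.39 (95% exact interval 2.22 to 2.57) with 1 library per organ. The intervals of all 3 unigenes included this value. All remained P-higher DEGs with an assumed biological coefficient of variation of 0.2 in edgeR's exact test, while 0 remained at 0.4. From this direction, together with (A)-function genes specifying sepal identity in the (A)BC model, the paper infers a stronger sepal identity of P than of PS. Sepals were not among the libraries.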

Accordingly, it is inferred that petals possess more sepal identity than petaloid staminodes, and the similarities between petals and sepals could possibly support this supposition. The fact that *CiAP1-1* was expressed in all whorls reminded us of *CAULIFLOWER* (*CAL*), the closest paralogue of *AP1*, which is also expressed in all whorls at early stages (Kempin et al., 1995). However, the expression pattern of *CiAP1-1* in later stages was dissimilar to either *AP1* or *CAL* in *Arabidopsis*.

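In PS, *CiGLO-1* reached 38.4 RPM (95% Wilson interval 34.2 to 43.0, no replicates) and *CiAG-1* 197 RPM (187 to 207), from 290 and 1486 reads. In P, *CiGLO-1* had 30.5 RPM (26.8 to 34.7) and *CiAG-1* 22.5 RPM (19.3 to 26.2), from 229 and 169 reads. The 3 C-class unigenes together had 738 reads in P and 7594 in PS, a log2(P/PS) of -3.35 (95% exact interval -3.47 to -3.25). TMM effective library sizes moved the log2(P/PS) of *CiAG-1* from -3.13 to -3.32. The paper puts these values beside the in situ hybridization, in which *CiAG-1* signal was seen in androecial members and not in petals, and reasons from the joint expression of a B-class and a C-class unigene in whorl 3.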

RNA-Seq and *in situ* hybridization results showed that C-function unigene *CiAG-1* was highly expressed in PS, while showed much lower or no expression in P. The combined expression of *CiGLO-1* and *CiAG-1* in the whorl 3 suggests that the petaloid staminodes are of androecial identity, which is in accordance with the traditional view, and with the case in *A. hainanensis* (Zingiberaceae), another Zingiberales species (Song et al., 2010). However, this evidence was not sufficient to explain the different fates of the androecial members since co-expression of B- and C-class genes specifies stamen identity (Fu et al., 2014).

Expansion of B-class domain to other whorls was widely observed in angiosperm including *Arabidopsis* and *Antirrhitum* (Zahn et al., 2005). In *C. indica*, transcripts of *CiGLO-1* were not detected in the carpel primordia at early stages, while were detectable in the style primordium later. It seems that B-class is not involved in initiation and identity determination of carpels, while plays a role in the partially petaloid morphogenesis of the style (Glinos and Cocucci, 2011; Fu et al., 2014).

In the flowers of *C. indica*, petals turn partially sepaloid, while members of the inner whorls including staminodes, fertile stamen and style are petaloid more or less. Taken all these homeotic changes into consideration, we speculated that the sepal and petal identities have shifted inwards uniformly in Canna flowers. In accordance with this supposition, the expressions of both A- and B-function genes are expanded to inner whorls to some extent. However, the remaining expression of C-function genes in petaloid androecium members makes it complicated to explain the stamen-to-petal conversion of these organs. Besides expression domain, the sequence diversity of C-function genes may also relate to the androecial petaloidy in Zingiberales (Almeida et al., 2015). To eventually reveal the exact mechanism for this kind of homeotic conversion, much more work is needed.

To summarize, through RNA-Seq and *in situ* hybridization analyses, we found a correlation between expression patterns of ABC genes and the organ identities of floral organs. A-function gene is expressed in sepals, A- and B-function genes are expressed in petals, A-, B-, and C-function genes are expressed in androecial members, A- and C-function genes are expressed in carpels at earlier stages, and later, B-function gene also appears in the style. Although, the mechanism for the differentiation of androecial members remains unclear, the current expression results as well as the sequences data have provided a preliminary basis for further researches on flower development in *C. indica*, and on the phylogenetic development of Zingiberales.

## Accession numbers

All the RNA-seq raw reads were deposited in Gene Expression Omnibus (GEO) (Accession GSE72440 and GSE72441).

## Author contributions

HL and JL conceived and designed the research. XT performed the RNA-Seq, qRT-PCR, and *in situ* hybridization experiments, QY performed the SEM observation. XT wrote the manuscript and all authors contributed to the discussion and manuscript revision.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer XS and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

How the deposited data were processed for this re-analysis (not part of the article)

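The data were 4 RNA-Seq libraries of *C. indica* flower parts, 1 each from petal (P), petaloid staminode (PS), petaloid appendage (PA) and anther (A). The paper reports on P and PS, which were about 1.5 mm in length and sequenced as 49-nt reads. It does not report RNA-Seq results, organ size or read length for PA and A, and these libraries were used only in the closing section. Flower primordium (FP) and differentiated flower (DF) were not in the files analysed here.

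The authors removed low-quality reads, mapped the clean reads to the assembled unigenes with SOAP2, allowing up to 2 mismatches, kept uniquely mapped reads, and deposited the raw count of these reads per unigene, without normalization. For PA and A the same processing was assumed from the form of the files, since the paper does not describe it. In the P file, 1 closing line held a note and no count, and it was skipped. The counts summed to 7512816 in P, 7558578 in PS, 7650688 in PA and 7411271 in A. In each library, 3 reads corresponded to between 0.392 and 0.405 reads per 1000000 unique reads (RPM), which was taken as the smallest detectable expression. RPM values were given with 95% Wilson intervals. Ratios between libraries were given with 95% exact (Clopper-Pearson) intervals and Fisher's exact test, adjusted by the Benjamini-Hochberg method across the mapped unigenes.

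DEGs between P and PS, and in the closing section between A and PA, were called after the paper's methods. The DEGseq package was not available, and the published formulas of its MARS test were coded in a script. Counts were scaled by TMM factors from edgeR 4.0.16 in R 4.3.3. The totals of the scaled counts entered the formulas, so that the log2 fold-change was the ratio of the shares of unique reads. The *p*-values were turned into *q*-values by the method of Storey and Tibshirani, and unigenes with *q* < 0.001 and |log2 fold-change| ≥ 1 were DEGs. Zero counts were replaced by 0.5, a choice made here because the paper does not state one. A first version of the script used a different smoothing curve for the *q*-values, whose result was the same as Benjamini-Hochberg adjustment, with 6330 DEGs. It was replaced by the published smoothing spline after the number of DEGs had been seen, since the spline is part of the method that the paper names. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and DESeq2 1.42.0 for its size factors.

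The script was tested on simulated counts drawn from the means and library sizes of P and PS, with 200 unigenes changed 4-fold. The simulated counts varied by the sampling of reads only (Poisson), as the main test assumes, with no variation between plants. The main setting recovered 199 of the 200 changed unigenes (99.5%) with 0 false calls. This checks the coding of the test and not its false calls between plants. edgeR's exact test with an assumed biological coefficient of variation (BCV) of 0.1 recovered 197, and with 0.2 or 0.4 it recovered 0. With only 200 changed unigenes, the adjustment at 0.2 was stricter than in the data.

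Each organ had 1 library. The tests therefore covered the sampling of reads only, the variation between plants could not be estimated, and edgeR's quasi-likelihood test could not be fitted. The alternatives were TMM effective library sizes, DESeq2 size factors, 1 added to every count, unigenes with 0 reads in either library left out, Fisher's exact test, Benjamini-Hochberg adjustment, at least 10 reads in both libraries together, edgeR's exact test with an assumed BCV of 0.1, 0.2 or 0.4, and *q* < 0.05. At every assumed BCV, edgeR's exact test used TMM effective library sizes and Benjamini-Hochberg adjustment. For the number of mapped unigenes, minimums of 2 and 5 reads were tried. After the numbers of DEGs had been seen, 3 alternatives were added, with zero counts replaced by 0.25, by 1, and by 0.25 together with Benjamini-Hochberg adjustment.

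The unigenes named in the text were those in the paper's Supplementary Tables 1 and 3 and, in each comparison and direction, the 3 DEGs with the largest absolute log2 fold-change among those with at least 10 reads in both libraries. The most-read unigene of P and PS and some unigenes in the closing section are named as examples outside this rule and were chosen after the counts had been seen. MADS-box membership, ABC classes and gene names were taken from the paper's tables, and the number of unigenes per GO term from its Supplementary Table 2. Unigene lengths and annotations were not in the files analysed here. The numbers of unigenes above 0.3 RPKM and the GO enrichment were therefore not recomputed.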

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

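The files hold 1 library of the anther (A) and 1 library of the petaloid appendage (PA), the parts of the fertile stamen, on which the paper reports no RNA-Seq results. Everything below was flagged because these libraries, or their comparison with P and PS, were not analysed in the paper and the values lie above what 3 reads can show. Between A and PA, 8278 DEGs were called by the test used for P and PS, 4701 higher in A and 3577 higher in PA. TMM effective library sizes reversed this excess, with 3974 higher in A and 4418 in PA. An assumed BCV of 0.1 in edgeR's exact test did so too, with 3170 and 3571. That test also used TMM effective library sizes, so it was not a separate check of the scale. Under the other alternatives more DEGs were higher in A. There were 483 unigenes with at least 10 reads in A or PA and none in P or PS, and 448 of them had more reads in A. The DEG with the largest log2 ratio was Unigene68764_All, with 129271 reads in A, 1.74% of that library, and 12 reads in PA, 31 in P and 31 in PS. Among the MADS-box unigenes, Unigene15916_All had 924 reads in A and 11 in PA, a log2(A/PA) of 6.44. No explanation of these differences was tested. The paper does not state the size or stage of A and PA, and each is 1 library.

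*CiAG-1* had 392 reads in A and 1843 in PA, a log2(A/PA) of -2.19 (95% exact interval -2.35 to -2.03; adjusted p = 5.3e-212, Fisher's exact test with Benjamini-Hochberg adjustment). It was thus lower in the anther than in the petaloid part of the same stamen, and PA was close to PS (1486 reads). The choice of library totals as the scale was one technical explanation. With TMM effective library sizes the log2 ratio was -2.37, so the scale did not account for it. Reads split among the 3 C-class unigenes were the other. Their summed RPM was still 1.73 times as high in PA as in A, a smaller difference than for *CiAG-1* alone (4.55 times). The other C-class unigenes went the opposite way and were called higher in A by the main setting. Unigene66042_All had 660 reads in A and 173 in PA, a log2(A/PA) of 1.98. Unigene70381_All had 101 and 38 reads, a log2(A/PA) of 1.46. Reads that map to more than 1 unigene are not in the counts, so the sum does not exclude such splitting, and the pattern cannot be told apart from it. The predictions for both tests were written after the counts had been seen. A difference in stage or in the tissues collected was not tested, and with 1 library per part it cannot be told apart from a difference between the organs.

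Unigene66042_All, the C-class unigene with the most reads in PS, had 6103 reads in PS, 173 in PA, 660 in A and 565 in P. Its log2(PA/PS) was -5.16 (95% exact interval -5.38 to -4.94), or 35.7 times as high in PS, while *CiAG-1* differed by only 0.29 between PA and PS on the same scale. A difference in sequencing depth would need a far higher total in PS, but the totals had a ratio of 0.988 (PS over PA). The log2 ratios compared shares of reads, so depth was already divided out of them and could not have produced the pattern. The summed RPM of the 3 C-class unigenes was 3.74 times as high in PS, but Unigene66042_All made up most of this sum and reads that map to more than 1 unigene are not in the counts. The sum therefore does not test whether reads were split among the 3 C-class unigenes, and the pattern cannot be told apart from such splitting. Both predictions were written after the counts had been seen. Library batch and stage were not tested.

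The other representative unigenes had smaller log2 ratios between A and PA. *CiAP1-1* had 235 reads in A and 439 in PA, a log2(A/PA) of -0.86 (95% exact interval -1.09 to -0.62), and was not a DEG by the main setting. With TMM effective library sizes its log2(A/PA) was -1.04 and it was called higher in PA. edgeR's exact test on the same sizes, with an assumed biological coefficient of variation of 0.1, gave the same call. *CiGLO-1* had 426 and 371 reads, a log2(A/PA) of 0.25 (0.04 to 0.45; adjusted p = 0.082, Fisher's exact test with Benjamini-Hochberg adjustment), which was not past the threshold.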

How the results depend on the processing

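The alternatives were written down before the processed files arrived, apart from 3 on the treatment of zero counts, which were chosen after seeing the numbers of DEGs. In all, 154 values under alternatives were compared with their main value, and 134 of them stayed within 1.5 times the main count or kept their direction and side of the threshold. Of the others, 15 were weaker, 3 stronger, 1 moved and 1 was reversed. The log2(P/PS) of *CiAP1-1*, *CiGLO-1*, *CiAG-1* and the 5 other qRT-PCR unigenes kept their direction and call under every normalization and with 1 added to every count. The 3 added alternatives gave 6613, 6297 and 6366 DEGs between P and PS, within 1.5 times the main number.

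The numbers of DEGs depended most on the variation assumed between replicates, which 1 library per organ cannot give. From 6562 DEGs between P and PS in the main setting (4434 P-higher and 2128 PS-higher), edgeR's exact test left 2153 at an assumed BCV of 0.2 (1574 P-higher and 579 PS-higher) and 230 at 0.4 (230 P-higher and 0 PS-higher). At an assumed BCV of 0.1 the P-higher DEGs numbered 2819 and the PS-higher DEGs 2322, more than the 2128 of the main setting. There were then 1.21 P-higher DEGs for each PS-higher DEG, near the 1.23 with TMM effective library sizes. edgeR's exact test also used TMM effective library sizes, so the change at 0.1 combines the assumed variation with that change of the scale. Between A and PA, the 8278 DEGs became 3579 at 0.2 and 875 at 0.4. An assumed BCV adds a variance that does not shrink with depth, so that it removes DEGs with many reads and moderate ratios. At 0.2 and 0.4 the same test recovered 0 of 200 simulated 4-fold changes. With only 200 changed unigenes, the adjustment at 0.2 was stricter than in the data, where the A-class unigenes were still called. Low power without replicates may contribute to the low number at 0.4, but the simulation cannot show this for 0.2. Relaxing the threshold to *q* < 0.05 gave 10560 DEGs between P and PS (7421 P-higher) and 12895 between A and PA.

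The class-wise calls followed the same assumption. At an assumed BCV of 0.2 all 3 A-class and 2 C-class DEGs remained, but the P-higher B-class DEGs fell from 1 to 0 and the PS-higher ones from 3 to 1. At 0.4 there were 0 A-class, 0 C-class, 0 P-higher B-class and 0 PS-higher B-class DEGs.

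Depth limited the results for unigenes with few reads. The number of unigenes mapped in P or PS fell from 78255 to 40195 with at least 5 reads in one organ. The MADS-box unigenes higher in PS were 27 of 51 in the main setting and 15 of 32 with at least 10 reads, so the majority changed sides. Neither number differed from equality (exact binomial test, p = 0.78 and p = 0.86). Many of the 51 have too few reads to show a direction.

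The number of unigenes at 0.3 or 1 RPKM was not run, because unigene lengths were not in the files analysed here. Leaving out replicates and other splits of the samples were not run, since there was 1 library per organ. The replicate block was not run because there was 1 library per organ and nothing to pair.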

Differences from the paper's values

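None of the 50 values of the paper that were also computed in the main setting differed by more than 1.5 times or, for a log2 ratio, by more than its interval. For the 38 MADS-box unigenes with reads in both organs, the largest absolute difference from the paper's log2(P/PS) was 4.8e-06, and the DEG call was the same for all 51. The numbers of DEGs were close but not equal. The main setting gave 6562 DEGs (4434 P-higher and 2128 PS-higher), and the paper's values are 6310, 4241 and 2069. No setting gave exactly the paper's numbers. Among the alternatives set before the files arrived, the nearest were 6317 with 1 added to every count and 6330 with Benjamini-Hochberg adjustment. Zero counts replaced by 1, an alternative chosen after seeing the values, gave 6297.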

Other observations

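More unigenes were mapped in P (70476) than in PS (62418), although P had fewer unique reads. A difference in sequencing depth could not account for this, since PS had the higher total. Drawing PS down to the total of P could not lower the difference, which went from 8058 to 8151 unigenes. A few unigenes taking most of the PS reads did not account for it either. The 100 most-read unigenes held 22.8% of the reads in P and 19.9% in PS, so this explanation already pointed the other way. Without the 100 most-read unigenes of each library the difference was 8713. Both predictions were written after the library totals had been seen. The quality of the RNA and the mixture of tissues were not tested, so a biological explanation cannot be told apart from them.

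The excess of P-higher over PS-higher DEGs depended on the scale between the libraries. With library totals there were 2.08 P-higher DEGs for each PS-higher DEG, and with TMM effective library sizes there were 1.23, with the prediction written after the result was seen. DESeq2 size factors kept most of the excess, with 1.86. The TMM factors differ by 0.189 on the log2 scale. The median log2(P/PS) also ran with abundance, from 0.49 for unigenes with 10 to 49 reads in both organs together to -0.32 for those with 1000 to 4999. How much of the excess may come from the choice of the scale therefore differed between the 2 other scales, and the data hold no spike-in or replicate with which to decide between the scales.

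The ratios of P to PS were not symmetrical. Of 9505 unigenes with at least 100 reads in PS, 0 (0%) had a P/PS ratio whose 95% upper bound was below 0.05. In the reverse direction, 187 of 9939 unigenes with at least 100 reads in P (1.88%) had such a PS/P ratio (Fisher's exact test, p = 1.4e-55, across unigenes, which are not independent). Among unigenes with at least 500 reads in PS, the lowest P/PS ratio was 0.0897, that of Unigene69540_All, and *CiAG-1* at 0.114 was among the lowest, in place 7. With at least 100 reads in PS the lowest ratio was 0.0459, that of Unigene67023_All. Against PA the floor was less complete. Of 9894 unigenes with at least 100 reads in PA, 6 (0.061%) had a P/PA ratio bounded below 0.05 and 5 had 0 reads in P, while among 3396 unigenes with at least 500 reads in PA, 0 were bounded below 0.05. PS-type tissue or RNA in the P library would give such a floor. The 0 found matches this prediction, but it is the floor itself and so does not test the explanation. Reads swapped among all libraries in sequencing would affect A as well, but 25 unigenes with at least 1000 reads in A had 0 reads in P, PS and PA. Which libraries were sequenced together is not stated, so these unigenes do not exclude swapping between P and PS alone. A close likeness of the expression profiles of P and PS would keep both directions low, as for PS and PA (0.021% and 0.192%), and the 1.88% above speaks against it. All 3 predictions were written after the low ratios had been noticed. A small admixture of androecial tissue or RNA in the petal sample remains a candidate explanation that was not tested. PS expressing few transcripts that P lacks altogether would give the same floor, and the data cannot tell these apart. The ratio of 0.0459 is below the 0.0897 found among the more abundant unigenes, so 0.0897 cannot be taken as the size of an admixture, and its share of the *CiAG-1* reads in P was not estimated.

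Over the 14626 unigenes with at least 20 reads in every library, log2 RPM was most alike in PS and PA (Pearson's r = 0.962, Spearman's rho = 0.958). Values for the other pairs were 0.896 and 0.890 for P and PA, 0.860 and 0.853 for P and PS, 0.823 and 0.817 for PA and A, 0.803 and 0.798 for PS and A, and 0.799 and 0.796 for P and A. These correlations are across unigenes, which are not independent replicates, and no test was made. The summed RPM of the 3 A-class unigenes was 228 in P, 43.5 in PS, 148 in PA and 150 in A. For the 12 B-class unigenes it was 157, 324, 377 and 394, and for the 3 C-class unigenes 98.2, 1005, 268 and 156.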
